A study of Homo sapiens with 6 samples.

How the data were processed

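Total RNA of MCF7 wild type and MCF7 MDMX C463A/WT cells, grown in the same medium with serum and without treatment according to the labels, had been labelled with biotin and hybridised to Affymetrix Human Transcriptome Arrays, 1 array per sample and 3 per group. The arrays were assigned to groups by the genotype given in the labels, and replicate numbers were those of the sample titles. The only comparison that the labels imply is that of the 2 groups.

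The authors deposited a single table of log2 values for the 6 arrays, with 65499 transcript clusters and 2 decimals per value. The submitters' processing notes name MAS5, whose version is not given in the sources used here and whose output is linear, whereas the deposited values ran from 2.22 to 19.87 with none at or below 0. The log2 scale was therefore read from this range and was not stated. The summarisation and the normalization between arrays also remain unsettled: array medians lay between 4.74 and 4.86, yet the quartiles of the arrays were not identical. Values were used as deposited, without further normalization. The table gives no detection calls, so levels near its median of 4.82 were described as near background and fold differences against them as bounded by background. Background signal compresses differences of dim genes, and no measure of the sensitivity of single arrays was used.

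Transcript clusters were named from the platform annotation, of which 22733 had 1 gene symbol, 1389 several and 41377 were not listed. Symbols were updated to those of the RefSeq table of assembly GRCh38.p14, through the Entrez identifier for 20521 clusters and through a unique older symbol for 295. That table was used only for names and for the order of genes, since the build of the deposited clusters is not given in the sources used here, and no coordinates are reported. Clusters with several symbols named no gene. Where 345 genes had several clusters, the cluster with the highest mean over all arrays stood for the gene, which left 22371 genes. Sex-linked genes that are not to be shown per sample were kept out of all tables of values.

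Differences were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with group means as the only terms and no filter on dim genes. Tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with p-values adjusted over the lists, and beside it with camera at an estimated correlation and with fry. Of 23 lists written from general knowledge before the data were examined, 22 had measured members. The mitochondrially encoded list was not analysed here. The genes named in the text follow a rule fixed at the same time: MDM4, MDM2, TP53, CDKN1A and ESR1; the 10 genes with the largest positive and the 10 with the largest negative difference among those past the threshold, with all arrays of one group beyond the other and a mean in the higher group at or above the median of all genes (5.68), without noncoding or clone identifiers of the LINC and LOC kind; and up to 4 members per list with the largest differences. Genes named outside this rule are identified in the text.

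A further 11 lists were written after the main differences between the groups had been seen, among them that of MTAP, and before the results of these lists were computed: genes at 9p21 that MCF7 lacks, genes at 17q23 and 20q13 that it amplifies, and markers of intestinal, liver, lung, kidney, melanocyte, neural, prostate and squamous tissue. Some members were also on the earlier lists, among them CDKN2A, PPM1D, AURKA, ABCA3, KRT5 and KRT14, so these lists are not independent of the comparisons already made. Their camera p-values were adjusted over these lists. Neighbouring genes were examined by correlating differences of genes 10 positions apart on a chromosome, against 1000 shuffles of the gene order, and by medians of windows of 20 expressed genes, those at or above the median gene level in at least one group, against 100 shuffles.

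The steps were tested on simulated data. Noise drawn for the 22371 genes of this comparison, with 100 genes changed by 0.5 and 100 by 1 log2 unit, gave 58% and 87% of changed genes past the threshold, with 7 false calls (4.61% of calls). Far fewer genes were changed there than the 47.8% called in the measured data. The Benjamini-Hochberg cut-off depends on that share, so these recovery figures do not carry over to the measured comparison. Among 100 simulated sets, camera gave p under 0.05 for 3 of those left unchanged. It also called the set that had been raised, as higher. These sets were simulated, so they cannot tell whether the preset correlation of 0.01 holds for the measured lists.

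Alternatives to each choice were quantile normalization, centring of each array on its median, removal of genes below the median level, a prior with an intensity trend and robust estimation, a fold threshold of 1 log2 unit, the cluster with the largest interquartile range per gene, all transcript clusters, the replicate number as a block, an estimated correlation for the lists, and the removal of each array in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.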

Results

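Transcript levels were measured with Affymetrix Human Transcriptome Arrays in MCF7 cells, an established line of oestrogen receptor positive human breast cancer. The labels name 3 arrays of MCF7 wild type cells and 3 arrays of MCF7 MDMX C463A/WT cells. MDMX is the protein made by MDM4, a partner of MDM2 and an inhibitor of p53. The name MDMX C463A/WT denotes cells that carry a mutant allele beside the wild type one, the change being a cysteine to alanine substitution in the RING domain, through which MDMX binds MDM2. The comparison of the groups asks which transcripts differ between cells with and without this change. Every value below is a log2 signal as deposited, and each difference is the mean of the MDMX C463A/WT arrays minus the mean of the arrays labelled wild type. The first group is called the arrays labelled wild type throughout, because several transcripts that mark MCF7 cells lay near background in them, as described below.

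The arrays of a group were close to one another, and the groups were far apart. Across all 65499 transcript clusters, the Pearson correlation of arrays was 0.994 to 0.996 within a group and 0.946 to 0.949 between groups. These correlations are across clusters, which are not independent replicates. Principal component 1 of the same clusters held 87.8% of the variance and separated the groups. The median SD of a gene within a group, over the 22371 named genes, was 0.093. Median signal per array lay between 4.74 and 4.86, and no pair of arrays shared more than 2.81% of its values exactly, so all 6 arrays were counted as separate samples. The precision of each value is limited by the number of arrays, 3 per group.

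MDM4, the edited gene, had a slightly higher signal in the MDMX C463A/WT arrays. Its level was 8.48 ± 0.067 (SD, n = 3) there and 8.10 ± 0.044 (SD, n = 3) in the arrays labelled wild type. The difference was 0.38 (SE 0.061), or 1.30-fold, with an adjusted p of 1.13e-03 in limma. A cluster-level signal does not read the substitution, so this level does not check the genotype label. MDM2, the ubiquitin ligase that binds MDMX, was at 11.95 ± 0.057 and 12.01 ± 0.090, a difference of 0.06 (SE 0.068) that did not pass the test (adjusted p = 0.527) and turned below 0 after quantile normalization. CDKN1A, which encodes the cell cycle inhibitor p21 and is a direct p53 target, was lower in the MDMX C463A/WT arrays, at 7.44 ± 0.21 against 8.47 ± 0.23 (difference -1.03, SE 0.14, adjusted p = 3.99e-04). The transcript of TP53, the gene of p53, was not analysed here, since none of the clusters tested carried its name alone.

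The groups differed across a large part of the transcriptome, with many genes near background in one group and abundant in the other. TFF1, a secreted trefoil peptide and a classical oestrogen receptor target, was at 16.90 ± 0.19 (SD, n = 3) in the MDMX C463A/WT arrays and at 4.94 ± 0.36 in the arrays labelled wild type. GATA3, a transcription factor of luminal breast cells, was at 15.79 ± 0.11 and 6.22 ± 0.18. ESR1, which encodes the oestrogen receptor, was at 9.82 ± 0.18 and 4.98 ± 0.079, close to the table's median of 4.82 in the arrays labelled wild type. In the other direction, GTSF1, a factor of the piRNA pathway of germ cells, was at 4.28 ± 0.26 in the MDMX C463A/WT arrays and 15.57 ± 0.080 in the arrays labelled wild type.

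The 10 largest positive differences were those of TFF1 (11.96), the noncoding RNA DSCAM-AS1 (10.90), CRISP3 (9.98), GATA3 (9.57), TRPS1 (8.74), PLBD1 (8.74), SPTSSB (8.61), LXN (8.59), SULF2 (8.18) and EPHA3 (7.89). TRPS1 encodes a GATA family factor of breast epithelium and EPHA3 an ephrin receptor. The 10 largest negative differences were those of GTSF1 (-11.30), LDHB (-9.73), ARHGAP29 (-8.73), EMP3 (-8.65), ANXA1 (-8.58), CYP24A1 (-8.55), OR51I1 (-8.08), ARHGAP18 (-8.03), MAGEB2 (-7.91) and PSAT1 (-7.66). LDHB encodes a lactate dehydrogenase subunit, ANXA1 annexin A1, CYP24A1 the hydroxylase that degrades vitamin D, MAGEB2 a cancer-testis antigen and PSAT1 an enzyme of serine synthesis. Adjusted p-values of these 20 genes in limma lay between 2.53e-10 and 9.77e-09. The lower of the means lay between 4.13 (OR51I1) and 6.23 (SULF2), so for many of these genes background bounds the size of the difference.

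In limma's two-sided test with Benjamini-Hochberg adjustment, 5205 genes were higher and 5483 lower in the MDMX C463A/WT arrays, together 47.8% of the genes tested. Of them, 1756 were higher and 1429 lower by at least 1 log2 unit. All 3 arrays of one group lay beyond all 3 of the other in 55.3% of genes, where chance gives 10%. By level, 49 genes were below 5.82 in the arrays labelled wild type and above 9.82 in the MDMX C463A/WT arrays, and 39 genes showed the opposite. The labels call the arrays of a group biological replicates but do not say whether the edited cells came from a single clone, so the p-values measure the spread between these cultures.

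**Figure D1:**
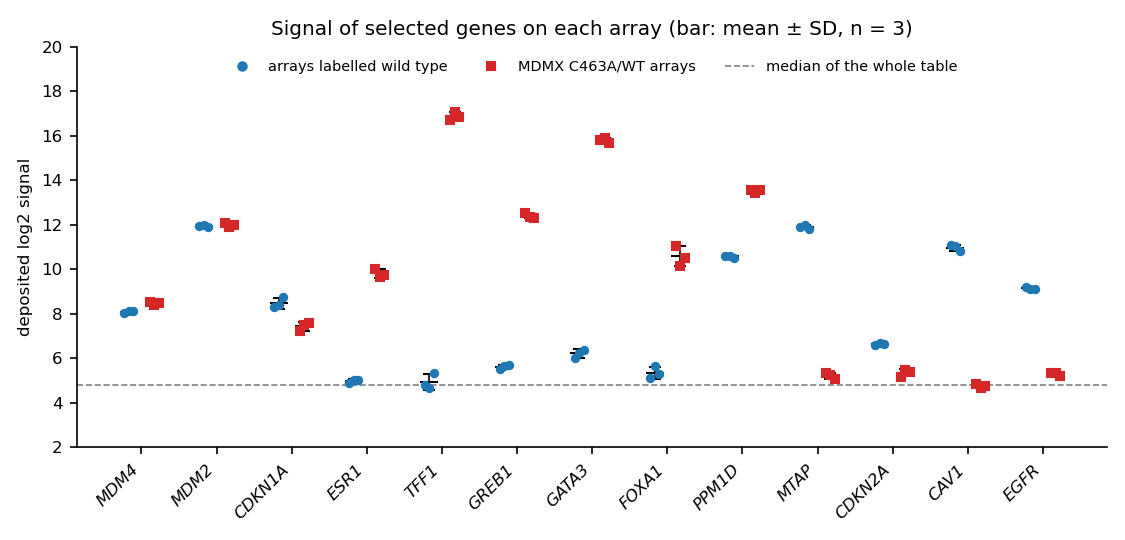
Deposited log2 signal of 13 genes on each of the 6 arrays, with the 3 arrays labelled wild type as blue circles and the 3 MDMX C463A/WT arrays as red squares. Black bars show mean ± SD and the dashed line the median of the whole table, 4.82; ESR1, TFF1, GREB1 and FOXA1 lie near that line in the arrays labelled wild type, and MTAP, CAV1 and EGFR in the MDMX C463A/WT arrays.

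Oestrogen response genes were higher in the MDMX C463A/WT arrays. Of 42 measured members, 31 were higher and 3 lower, or 31 and 5 when adjusted over the list alone, and the median difference was 1.23. Beside TFF1, the largest differences were those of GREB1 (6.79), a receptor cofactor, GFRA1 (6.18), a receptor for neurotrophic factors, and XBP1 (5.78), a transcription factor of secretory cells. The progesterone receptor PGR (-0.05) and CCND1 (0.05), also members of the list, did not pass the test. PGR was dim in both groups (3.85 in the arrays labelled wild type and 3.80 in the MDMX C463A/WT arrays). CCND1 was abundant in both (13.49 and 13.54). The members that were lower were KCNK5 (-1.23), MYBL1 (-0.81) and IRS1 (-0.63). PGR, CCND1 and these genes were picked after their values were seen. Camera, which sets the list against all other genes, gave an adjusted p of 9.69e-11 with the preset correlation and an adjusted p of 0.213 with an estimated correlation.

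Markers of luminal epithelium followed the same direction. Of 20 measured markers, 16 were higher and 2 lower, also when adjusted over the list alone, with a median difference of 1.70. GATA3 (9.57), the ETS factor SPDEF (7.11), XBP1 (5.78) and the pioneer factor FOXA1 (5.24) differed most, and FOXA1 stood at 5.35 ± 0.29 (SD, n = 3) in the arrays labelled wild type. The 2 markers that were lower, named after their values were seen, were ELF3 (-0.41) and CLDN4 (-0.27). EPCAM and KRT8, picked in the same way, were abundant in both groups. EPCAM was at 13.84 in the arrays labelled wild type and 14.54 in the MDMX C463A/WT arrays, and KRT8 at 15.99 and 17.53. Camera's adjusted p was 4.04e-08, against an adjusted p of 0.213 with an estimated correlation. ESR1 and XBP1 are members of this list, and XBP1 is also on the lists of oestrogen response and endoplasmic reticulum stress.

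Basal and mesenchymal genes were lower or did not pass the test, with few exceptions, and many were dim. In both groups, 6 of 12 basal and 11 of 18 mesenchymal genes lay below the median gene level of 5.68. KRT5, KRT14 and CDH2, which did not pass, and ACTA2, VIM and TWIST1, which were called lower, were among these dim genes. They were picked after their values were seen. Of 12 basal and myoepithelial markers, 5 were lower and none higher: CAV1, the main protein of caveolae, differed by -6.21, the receptor EGFR by -3.84, CAV2 by -0.85 and S100A2 by -0.53, and the member outside the naming rule was ACTA2 (-0.31). Of 18 mesenchymal genes, 8 were lower, among them the matrix protein SPARC (-5.23), the kinase AXL (-3.76) and S100A4 (-2.32), and 2 were higher, among them fibronectin, FN1 (3.98). Counts adjusted over each list alone were equal to these, as they were for the interferon, NF-kB, hypoxia, cholesterol, histone, fibroblast and endothelial lists below. With an adjusted p of 0.0839 in camera for both, neither passed as a list, although both did without dim genes (adjusted p = 0.0458 and 0.0451). With all genes and an estimated correlation, the adjusted p was 0.327 for both.

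Most markers of other cell types were dim in both groups: 13 of 13 fibroblast, 15 of 16 leukocyte and 9 of 11 endothelial markers lay below the median gene level of 5.68 in both. Among 13 fibroblast markers 1 was lower (FBLN1, -0.50) and 12 did not pass. Among 16 leukocyte markers CORO1A was higher (0.38) and HLA-DRA lower (-0.30), of which HLA-DRA was not called when adjusted over the list alone, nor when single arrays were left out, in 5 of 6 cases. Among 11 endothelial markers EMCN (1.33) and ERG (1.00) were higher and ESAM lower (-0.30). Median differences were -0.06, -0.07 and 0.00 for the fibroblast, leukocyte and endothelial lists. In the same order, camera gave an adjusted p of 0.457, 0.789 and 0.609.

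The p53 target genes differed in both directions, with more of them lower in the MDMX C463A/WT arrays. Of 81 measured targets, 21 were higher and 43 lower, or 23 and 43 when adjusted over the list alone, and the median difference was -0.22. KITLG, which encodes stem cell factor, differed by -4.89, the cytokine GDF15 by -3.40 and the apoptosis-associated CYFIP2 by -3.10, while the lipid transporter ABCA12 differed by 4.65. Camera did not call the list, with p = 0.0725 and an adjusted p of 0.123, and p = 0.422 with an estimated correlation. Fry of limma, which tests whether the members moved on balance one way and does not compare them with other genes, gave an adjusted p of 5.84e-03. It gave the p53 regulators and the endothelial markers the same adjusted p. The p of limma's camera, before it was adjusted over the lists, changed with the setting, to 0.0228 after quantile normalization, 0.0379 without replicate 3 of the arrays labelled wild type and 0.0337 without replicate 1 of the MDMX C463A/WT arrays. In the same arrays GATA3 differed by 9.57 and CAV1 by -6.21.

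Of 21 genes that regulate p53 or act beside it, 7 were higher and 10 lower, also when adjusted over the list alone. The phosphatase PPM1D, itself a p53 target, was higher by 2.94 and the ubiquitin ligase TRIM24 by 1.34. The kinase HIPK2 (-2.26) and CDKN2A (-1.30), the gene of p16 and ARF, were lower. As a list they were not called by camera (adjusted p = 0.623).

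Cell cycle genes moved in both directions. Of 36 genes of the G2 and M phases, 14 were higher and 16 lower, or 14 and 18 when adjusted over the list alone. AURKB (-1.14), CDC20 (-0.98) and CCNA2 (-0.87) were lower and NDC80 (0.87) higher. Of 33 genes of the G1 to S transition, 9 were higher and 17 lower, or 9 and 18 over the list alone, with CCNE1, the gene of cyclin E (-1.72), TK1 (-1.45) and SLBP (-1.21) lower and GINS1 (1.26) higher. Neither list was called by camera (adjusted p = 0.634 and 0.123), though the second was after quantile normalization (adjusted p = 0.0156). With an estimated correlation on the values as deposited, its adjusted p was 0.707.

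Amino acid response genes driven by ATF4 were mostly higher, with one large exception. Of 22 measured, 17 were higher and 3 lower, also when adjusted over the list alone, with a median difference of 0.52. The serine synthesis enzyme PHGDH (2.77), the stress protein NUPR1 (2.02) and the cystine transporter SLC7A11 (1.91) were higher, whereas PSAT1, the next enzyme of serine synthesis, was lower at -7.66. Genes of endoplasmic reticulum stress gave 9 higher and 1 lower of 17, or 10 and 2 over the list alone, with a median of 0.24. XBP1 (5.78), the degradation factor EDEM1 (2.20), the translocon subunit SEC61B (1.74) and the chaperone HYOU1 (1.30) led it. Camera's adjusted p was 6.87e-04 and 6.92e-03 for these lists. In camera with an estimated correlation the adjusted p was 0.327 and 0.213, so neither call held in that setting. The estimated correlation was 0.1455 and -0.0265, the second below the preset 0.01. A higher correlation among its genes therefore does not account for the lost call of the endoplasmic reticulum stress list. That call was also lost without dim genes (adjusted p = 0.0576). Camera with an estimated correlation called 0 of the 22 lists, with 3 at an unadjusted p under 0.05.

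Among metabolic lists, cholesterol synthesis had 10 genes higher and 6 lower of 20, with HMGCS1 (2.37), DHCR7 (2.24) and SQLE (1.57) higher and STARD4 (-1.32) lower. The NRF2 targets had 9 higher and 4 lower of 18, or 10 and 4 over the list alone. Their median difference was 0.23 and their mean -0.13, opposite in sign, because ABCC2, an export pump, differed by -5.89. FTL (-2.11) and TXNRD1 (-1.67) were also lower. Hypoxia response genes had 4 higher and 10 lower of 19, among them ANGPTL4 (-1.49), NDRG1 (-0.94) and PFKFB4 (-0.81) lower and EGLN3 (0.93) higher. None of these lists was called by camera (adjusted p = 0.0839, 0.290 and 0.455).

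Interferon response genes had 6 members higher and 14 lower of 34. LGALS3BP, a secreted galectin-binding protein, differed by -6.26, IFI6 by -2.90, IFITM2 by -2.29 and HERC5 by -2.26. NF-kB response genes had 3 higher and 6 lower of 18, with TNFAIP2 (-1.67) and TNFAIP3 (-0.76) lower and ICAM1 (1.06) and NFKBIA (1.06) higher. Immediate early genes had 4 higher and 10 lower of 20, or 4 and 11 over the list alone. The phosphatase DUSP6 (-3.41), MYC (-2.19), FOSL1 (-2.09) and KLF6 (-1.37) were lower. Camera's adjusted p was 0.0723, 0.634 and 0.0867 for these lists.

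Cytosolic ribosomal protein genes had 6 members higher and 22 lower of 46, or 6 and 23 over the list alone, with RPL7 (-1.15), RPL38 (-1.04) and RPS28 (-0.92) lower and RPS25 (1.06) higher. Oxidative phosphorylation genes had 25 higher and 16 lower of 55, or 27 and 18 over the list alone, and ATP5F1E (1.51), NDUFB7 (1.28), COX6C (1.20) and NDUFV2 (1.04) differed most. Histone genes expressed in S phase had 9 higher and 3 lower of 16. H2BC10 differed by 5.31, H1-5 by 3.14, H1-3 by 2.67 and H2BC9 by 2.04. In camera, these lists had an adjusted p of 0.0723, 0.184 and 0.0839. The ribosomal list was called after quantile normalization (adjusted p = 5.31e-04), without replicate 2 of the arrays labelled wild type (0.0395) and without replicate 1 of the MDMX C463A/WT arrays (0.0358). On all arrays as deposited, its adjusted p was 0.707 with an estimated correlation. Paralogous ribosomal and histone transcripts resemble one another closely, so the signal of single members is uncertain.

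**Figure D2:**
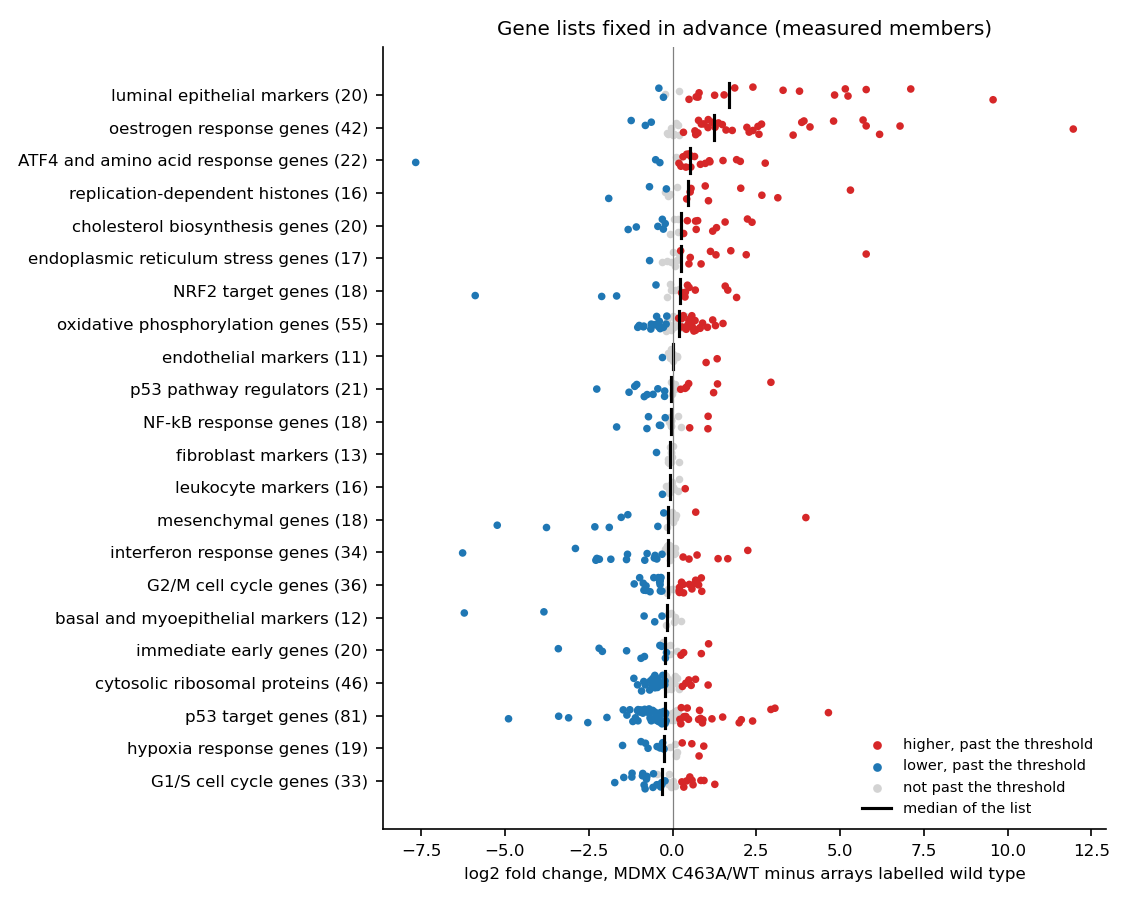
Differences (log2, MDMX C463A/WT minus arrays labelled wild type, horizontal axis) of the measured members of 22 gene lists, 1 point per gene, with red for higher and blue for lower genes past the threshold, gray for the others and a black line at each list's median. Luminal markers (median 1.70) and oestrogen response genes (median 1.23) lie farthest to the right.

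Genes in segments whose copy number is altered in MCF7 were looked at next, in lists written after the differences above had been seen. The MCF7 genome is known to lack a segment of 9p21 with MTAP and CDKN2A and to carry amplified segments at 17q23 and 20q13. MTAP, an enzyme of methionine salvage, was at 11.90 in the arrays labelled wild type and at 5.22 in the MDMX C463A/WT arrays, a difference of -6.68 (SE 0.083, n = 3 per group, adjusted p = 9.38e-10 in limma). CDKN2A was at 6.64 and 5.35. All 11 measured genes of the 17q23 list were higher in the MDMX C463A/WT arrays, with a median difference of 2.94, among them BRIP1 (4.97), APPBP2 (4.86), TUBD1 (4.03) and PPM1D (2.94). The 34 other expressed genes in and beside that stretch had a median of 1.27, and some of them lay below 0, such as GDPD1 (-1.58) and RNF43 (-0.46), both named after their values were seen. Of 13 measured genes of the 20q13 list, 11 were higher and none lower, with a median of 0.88. Camera gave an adjusted p of 3.36e-10 and 1.43e-06 for the lists at 17q23 and 20q13, and the adjusted p with an estimated correlation was 0.0343 and 0.0418. For the 2 genes of the 9p21 list, camera's adjusted p was 0.0236, against an adjusted p of 0.191 with an estimated correlation, so that call did not hold. The difference of MTAP had been seen when this list was written, so neither p is an independent test.

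**Figure D3:**
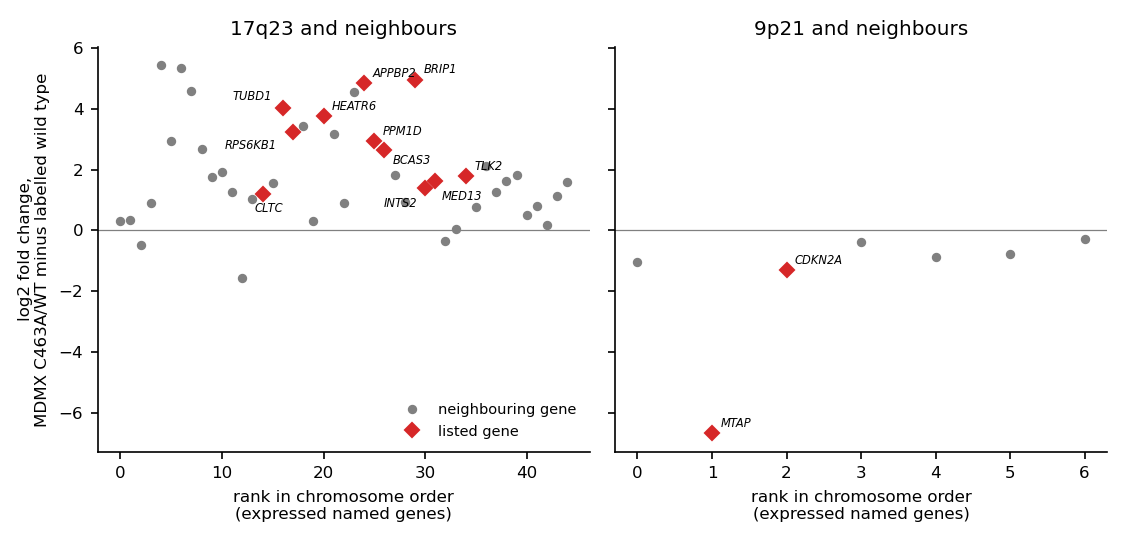
Differences (log2, MDMX C463A/WT minus arrays labelled wild type, vertical axis) of expressed named genes by their rank in chromosome order around the 17q23 list (left) and the 9p21 list (right), with listed genes as red diamonds and neighbours as gray circles. The 11 listed genes at 17q23 lie above 0 with a median of 2.94, and MTAP lies at -6.68.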

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

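Of the tests in this part, the one on MTAP was chosen only after its result was seen, and the lists at 9p21, 17q23 and 20q13 were written after the differences between the groups had been seen but before the results of these lists were computed. Their members CDKN2A, PPM1D and AURKA were already on lists compared between the groups, and the difference of MTAP had been seen when the 9p21 list was written.

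Signal also differed between the groups in transcript clusters that the gene comparison left out. Among 42766 clusters without a single gene name, limma called 9003, with 4677 higher and 4326 lower in the MDMX C463A/WT arrays. Of these, 1666 were higher and 1238 lower by at least 1 log2 unit. Their identity was not examined.

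The first pattern is the breadth of the difference, with 10688 named genes past the threshold. The 10 possible splits of 6 arrays into 3 and 3 are too few for a share under 0.05: the labelled split was the 1 with as many genes, and the highest of the other splits gave 0 in limma, with between 149 and 644 genes at an unadjusted p under 0.05. Each other split mixes arrays of both groups, so the difference between the groups adds to its spread. Its low count therefore says little about chance. A difference in the scale of the arrays was argued against, since quantile normalization moved the share of calls that were higher by -1.3 points. Leukocytes, fibroblasts or endothelial cells in one group were argued against by their marker lists, whose largest median difference was -0.072. The differences of genes 10 positions apart on a chromosome correlated at 0.0801, above all 1000 shuffles of the gene order (highest 0.0228, p = 0.001, the smallest the shuffles can give), as copy number differences between the edited cells and the parent line would give, but regional silencing or another source of cells would give the same.

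The second pattern is the signal near background of ESR1, TFF1, GREB1 and FOXA1 in the arrays labelled wild type, weighed here as loss of the oestrogen and luminal programme within MCF7 against a source of cells other than MCF7. Loss within MCF7 is argued against by MTAP, whose difference was -6.68, because a gene that the MCF7 genome lacks gives no transcript in either state. A source of cells other than MCF7 in the arrays labelled wild type is a candidate explanation: it predicts lower signal from the segments amplified in MCF7, and the 17q23 and 20q13 lists had medians of 2.94 and 0.88. CDKN2A, at -1.30, was lower in the MDMX C463A/WT arrays by less than the 2 log2 units set as the bound for this explanation. That bound could hardly be met, because CDKN2A stood at only 6.64 in the arrays labelled wild type, against a table median of 4.82. CDKN2A differed by more than the bound set against the explanation, so it could not decide. If this hypothesis holds, the effect of the C463A change could not be separated from that of the cells, because all 3 arrays of one group are involved, and a biological effect of the genotype stays open and untested.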

How the results depend on the processing

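None of the alternatives in this part was chosen after the data were seen. Quantile normalization (5138 higher, 5710 lower), median centring (5402 and 5186), removal of dim genes (4441 and 4072 of 11191) and the other alternatives kept the counts of genes within 1.5 times, except that a fold threshold of 1 log2 unit left 1756 and 1429 by construction and that testing all transcript clusters gave 9380 and 9033. Leaving out each array gave 4769 to 5078 higher and 4914 to 5187 lower genes. The difference of MDM4 kept its call in all alternatives but the fold threshold, which 0.377 does not reach, and ranged from 0.352 to 0.415 without single arrays. Camera's p for the p53 target list went from 0.0725 to 0.0228 after quantile normalization and ranged from 0.0337 to 0.118 without single arrays, passing 0.05 without replicate 3 of the arrays labelled wild type (0.0379) and without replicate 1 of the MDMX C463A/WT arrays (0.0337); the cause was not tested. With an estimated correlation, 0 lists in place of 4 and 1 chromosome in place of 2 were called. For the endoplasmic reticulum stress list the estimate, -0.0265, was below the preset 0.01, so correlation among genes does not account for every lost call. The lists of G1 to S genes (adjusted p = 0.0156) and ribosomal proteins (5.31e-04) were called after quantile normalization, ribosomal proteins also without replicate 2 of the arrays labelled wild type (0.0395) and without replicate 1 of the MDMX C463A/WT arrays (0.0358), and the basal (0.0458) and mesenchymal lists (0.0451) without dim genes, where endoplasmic reticulum stress lost its call (0.0576). Of 99 named genes besides MDM4, 98 kept their call in every alternative run on them, and HLA-DRA lost it without single arrays in 5 cases. No called result changed direction. Among those not called, the difference of MDM2 turned below 0 after quantile normalization, and the leukocyte and endothelial lists changed sign in some alternatives. Replicate numbers did not pair the arrays: deviations of same-numbered arrays from their group means correlated at 0.18, -0.20 and 0.09, and with the replicate number as a block the counts were 5080 and 5313, of which 10125 genes were shared with the 10688 called without it, and the p of the p53 list was 0.0736. The block changed no call of the named genes and lists. No count without the arrays labelled wild type was possible, because they make up one whole group. Signal over background limits differences of dim genes, and detection calls were not used here.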

Other observations

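The test of the p53 target list was planned, but weighing it as a shift in one direction was chosen only after its result was seen, and the windows, gene families and tissue lists were looked at after the main differences.

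Several of the differences came in runs of neighbouring genes. On chromosome 19, the 20 expressed genes from ZNF493 to ZNF254, a cluster of zinc finger genes, had a median difference of 3.54 and 19 of them were higher in the MDMX C463A/WT arrays, where the most extreme window of the shuffled order reached 1.77. Of 229 measured ZNF genes on chromosome 19, 153 were higher and 25 lower (median 0.69), whereas of 224 elsewhere 79 were higher and 61 lower (median 0.01). On chromosome 5, all 20 genes of the window from VTRNA1-3 to PCDHGB5, which holds the clustered protocadherins, were higher (median 2.22), and so were 19 of 20 from TEX14 to SCARNA20 on chromosome 17 (median 2.81). The window on chromosome 17 holds CLTC, TUBD1, RPS6KB1 and HEATR6 of the 17q23 list, so it is not separate from the result given for that list. In the other direction, the window from VCF1 to GGA3 on chromosome 17 had a median of -1.43, beyond the lowest shuffled window of -1.04. Members of these gene families resemble one another, so single members are uncertain. By chromosome, camera called 17 (median -0.09, adjusted p = 0.0481, adjusted p = 0.0142 with an estimated correlation) and 4 (median -0.12, adjusted p = 0.0179, adjusted p = 0.567 with an estimated correlation).

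OR51I1 and 2 other olfactory receptor genes were lower in the MDMX C463A/WT arrays, with differences of -8.08 for OR51I1, -6.64 for OR51B2 and -5.31 for OR51B4. The last 2 were named after their values were seen, and olfactory receptors were not tested as a list.

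The third pattern is that p53 target genes differed in both directions. A shift of p53 activity in one direction is a candidate explanation, and camera with an estimated correlation gave p = 0.422 for it. Fry's adjusted p of 5.84e-03 goes with a shift downward on balance, but is not particular to p53 targets. The endothelial markers, of which 8 of 11 were not called, had the same adjusted p in fry. PPM1D, one of the targets that was higher, lies in the 17q23 list, and MDM2, a target with a strong p53 response, did not pass the test. Whether p53 activity differed cannot be told apart from a possible difference in cell source, weighed above, since both would follow the groups.

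No tissue list pointed to where the transcripts of the arrays labelled wild type came from. For an intestinal epithelial line, the median difference of 19 markers was -0.057, with 3 higher and 3 lower and 16 below the median gene level in both groups. Such dim markers cannot decide, so this source stays open: the bound set for the median assumed that such a line would express them. Among them CDX2 (5.07 against 4.13) and KRT20 (4.89 against 4.29) were higher in the arrays labelled wild type. CEACAM5 (4.45 against 6.31) and CEACAM6 (4.73 against 5.79) were lower there, with larger differences. ASCL2 (5.60 against 6.00) was also lower there, and A1CF (4.09 against 3.83) higher. All of these genes were named after their values were seen. The other medians were -0.07 (liver), 0.01 (lung), -0.11 (kidney), -0.12 (melanocyte), -0.05 (neural), 0.02 (prostate) and 0.05 (squamous), and camera's adjusted p was at least 0.697 in all 8 tissue lists. Means and medians differed in sign for the intestinal, kidney, neural and prostate lists.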
